# Microarray Analysis Identifies Key Differentially Expressed Circular RNAs in Aged Mice With Postoperative Cognitive Dysfunction

**DOI:** 10.3389/fnagi.2021.716383

**Published:** 2021-08-16

**Authors:** Yu-Qing Wu, Qiang Liu, Hai-Bi Wang, Chen Chen, Hui Huang, Yi-Man Sun, Lin-Hui Ma, Jie Wan, Yin-Ying Sun, Hui-Hui Miao

**Keywords:** circRNAs, expression profile, postoperative cognitive dysfunction, miRNAs, ceRNA network

## Abstract

Postoperative cognitive dysfunction (POCD) is a common complication in elderly patients. Circular RNAs (circRNAs) may contribute to neurodegenerative diseases. However, the role of circRNAs in POCD in aged mice has not yet been reported. This study aimed to explore the potential circRNAs in a POCD model. First, a circRNA microarray was used to analyze the expression profiles. Differentially expressed circRNAs were validated using quantitative real-time polymerase chain reaction. A bioinformatics analysis was then used to construct a competing endogenous RNA (ceRNA) network. The database for annotation, visualization, and integrated discovery was used to perform Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of circRNA-related genes. Moreover, protein-protein interactions were analyzed to predict the circRNA-regulated hub genes using the STRING and molecular complex detection plug-in of Cytoscape. Microarray screen 124 predicted circRNAs in the POCD of aged mice. We found that the up/downregulated circRNAs were involved in multiple signaling pathways. Hub genes, including* Egfr* and *Prkacb*, were identified and may be regulated by ceRNA networks. These results suggest that circRNAs are dysexpressed in the hippocampus and may contribute to POCD in aged mice.

## Introduction

Postoperative cognitive dysfunction (POCD) causes significant harm to elderly patients (Deiner and Silverstein, 2009). It may prolong hospital stay, increase medical expenses, reduce patients’ daily living ability, and may even be associated with an increase in long-term mortality. In addition, it may exacerbate the decline in cognitive dysfunction and even increase the rate of dementia (Steinmetz et al., 2009). Age is considered one of the possible risk factors associated with the incidence of POCD, as older adults have reduced cognitive reserve in the fragile brain (Terrando et al., 2011). Aged people are expected to be the largest surgical population in the future. Researchers have suggested that neuroinflammation, neuronal apoptosis, mitochondrial dysfunction, and synaptic dysfunction may contribute to POCD progression (Miao et al., 2017, 2018, 2019; Chen et al., 2019; Qiu et al., 2020). However, the exact mechanisms of POCD remain unclear, and the biomarkers are also lacking (Vutskits and Xie, 2016). Therefore, an in-depth study of the molecular mechanism of POCD is of clinical significance.

Circular RNA (circRNA) is a newly discovered class of approximately 100 nucleotides (nt) in length non-coding RNAs (ncRNAs) as a closed-loop structure. Studies have suggested that circRNAs are potential candidates for clinical diagnostic biomarkers (Jeck and Sharpless, 2014) because they are more stable. A variety of functions and mechanisms have been discovered with circRNAs, such as acting as microRNA (miRNA) sponges, binding proteins, or deoxyribonucleic acid (DNA) sequences, thereby regulating gene expression (Hansen et al., 2013; Memczak et al., 2013). They are stable in tissue and developmental stages in different species (Szabo et al., 2015). New studies suggest that circRNAs may be involved in different physiological or pathological processes and play an important role (Cheng et al., 2020; Wang et al., 2020; Zhang et al., 2020). Evidence has also shown that circRNAs are involved in neurological diseases such as Alzheimer’s disease (AD; Zhou et al., 2018; Ma et al., 2019; Chu et al., 2020). However, the differently expressed circRNAs in the hippocampus of aged mice and the role of circRNA in POCD are largely unknown.

Genome analysis has been used to identify functional genes in POCD for several years (Li et al., 2015). For example, Liu et al. (2019) found that many miRNAs were differentially expressed between POCD and control-aged mice (Chen et al., 2019; Su et al., 2019). Furthermore, long non-coding RNAs (lncRNAs) were found to be differentially expressed in mRNAs and might contribute to POCD (Li et al., 2019). However, the role of circRNAs in POCD in aged mice remains unclear. Therefore, the current study aimed to illustrate the circRNA expression profile and the potential functions and mechanisms of POCD.

## Materials and Methods

### Animal Experiments

C57BL/6 male mice (weighing 30–35 g and aged 18 months) were purchased from Nanjing University’s Model Animal Research Center. Mice were housed under standardized conditions. Before the start of the study, all mice were acclimatized for at least 1 week. The animal protocol was approved by the Animal Care and Use Committee of Xuzhou Medical University.

### Animal Model of POCD

Mice were separated into POCD (*n* = 10) and control groups (*n* = 10). The surgical operation of intramedullary fixation for open tibial fractures was performed in accordance with previous studies and with modifications (Feng et al., 2017; Chen et al., 2019). For the anesthesia induction period, 3.0% isoflurane was used, and 1.5% isoflurane was used for the maintenance period, which was supported by using 100% oxygen. First, we made an incision on the lateral side of the tibia, in order to expose the bone. Then, a minor hole was drilled into the tibial trochanter, and an intramedullary fixation needle was inserted. All mice were returned to their home cages after recovery from anesthesia. To manage postoperative pain, 2% lidocaine solution and 1% tetracaine hydrochloride glue were used locally twice daily.

### Behavioral Tests

We used the open field test (OFT) to estimate motor activity 2 h ahead of the fear conditioning test (FCT) training. Mice were allowed free exploration in the OFT for 5 min. We used the system camera to track and record the mouse movement automatically, and selected the total distance to ascertain locomotor ability.

The test and training stages were included in the FCT. The mice were allowed to adapt to the chamber environment for 2 min, given six pairs stimulation, and then maintained for another 1 min. The cycle consisted of a conditional stimulus (70 dB tone, 20 s), a trace interval (contextual break, 25 s), and an unconditional stimulus (0.70 mA electrical footshock, 2 s). Every cycle was randomly divided into breaks of 45–60 s.

### RNA Extraction

The hippocampal tissue of mice was preserved at −80°C after behavioral experimentation on day 3 postoperatively. TRIzol reagent (Invitrogen, Carlsbad, CA, USA) was used to extract total RNA.

### Microarray Detection

Kangchen Biotechnology (Shanghai, China) Arraystar circRNA microarray was used for RNA sample analysis and the obtained samples were labeled by Arraystar’s standard protocols. We used Limma for the original raw data processing.

### Quantification With PCR

The cDNA samples were configured with the real-time PCR reaction system. 2X PCR Master Mix (Arraystar) was used. The primer sequences used for the predicted circRNAs are listed in Table 1.

**Table 1:** The forward and reverse primers for qPCR.

Gene	Primers	Sequence (5′ to 3′)
mmu_circRNA_28795	Forward primer	AAGGAGGATACTAGCAGGTTGGA
	Reverse primer	TGTAGTAGTAGAAGCGTGA
		TGTATTGG
mmu_circRNA_44122	Forward primer	GACACACAGACAGACCCATACTGT
	Reverse primer	CTTCTCTGCTCTGCAAGGTGG
mmu_circRNA_22058	Forward primer	AGGCAGCACTCAATGGACAAG
	Reverse primer	ACCAGTCATGTCGTTTTCCTTTAC
mmu_circRNA_44559	Forward primer	CAAAGGTGTTGTGAAGGAAGTC
	Reverse primer	TTTCTGTATCACACGTGCGTAA
mmu_circRNA_45921	Forward primer	ATGTGGGAGCGTGGAGATAA
	Reverse primer	CATCACGGTCAGCATTCTTG
mmu_circRNA_22673	Forward primer	TCAAGTCCTGCACAAAGACAAC
	Reverse primer	GCAAGGCTCCTAAATCAAAGTC
Egfr	Forward primer	GCCATCTGGGCCAAAGATACC
	Reverse primer	GTCTTCGCATGAATAGGCCAAT
Prkacb	Forward primer	ATGGTTATGGAATACGTCCCTGG
	Reverse primer	AATTAAGAGGTTTTCCGGCTTGA
β-actin	Forward primer	GTACCACCATGTACCCAGGC
	Reverse primer	AACGCAGCTCAGTAACAGTCC

### Annotation and Functional Prediction of Up/Downregulated circRNAs

CircRNA-microRNA interactions were anticipated using microRNA predicted estimate software based on TargetScan (Enright et al., 2003) and miRanda (Pasquinelli, 2012) manufactured by Arraystar Corporation. The software analysis procedure is as follows: First, the target estimate was obtained by employing the latest miRNA. Second, using Context +≤ −0.05 and Context ≤ −0.05, candidate miRNAs were concealed. Third, the demanded circRNA-microRNA interactions were acquired following miRNA-related MREs. We used MiRWalk 3.0 to predict the microRNA-related mRNA. The results of differentially expressed mRNAs were reported and overlapped in the gene expression omnibus (GEO) database (GSE 113738). Next, the acquired circRNAs possible target mRNAs’ protein-protein interactions were analyzed to predict the circRNA-regulated hub genes using Cytoscape STRING and molecular complex detection (MCODE) plug-ins.

### Statistical Analysis

Based on our preliminary study, the sample size was chosen to obtain a 0.9 power and *p* < 0.05. Quantitative data are expressed as mean ± standard error (SEM). Data analysis was carried out using GraphPad Prism 6.0. The double-tailed student’s *t*-test was used to compare the statistical significance between groups.

## Results

### Cognitive Dysfunction of Aged Mice on Day 3 Postoperatively

The cognitive function of aged mice was assessed using the OFT and FCT 1 day before and 3 days after the orthopedic surgery under isoflurane anesthesia. The experimental schedule is shown in Figure 1A.

**Figure 1:**
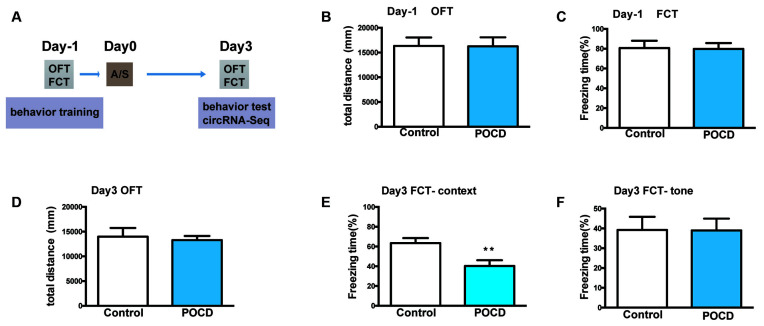
Hippocampus-dependent learning and memory, but not hippocampus-independent learning and memory or motor activity was impaired by anesthesia/surgery in aged mice. **(A)** The experimental process’ schematic diagram. **(B)** The baseline of total distance the elderly mice traveled in open field test (OFT) during the training period 1 day before surgery. **(C)** The baseline of freezing time (%) in fear conditioning test (FCT) of aged mice during the training duration 1 day before surgery. **(D)** The total distance traveled in OFT 3 days after the operation. **(E)** Freezing time percentage in the FCT context test 3 days after surgery. **(F)** Freezing time percentage in the FCT tone test 3 days postoperatively. Data for each group are shown as the mean ± standard error (*n* = 10). **p < 0.01 compared with the control group.

First, the locomotor activity of mice tested by total distance in the OFT suggested that it did not change 1 day before (*p* > 0.05, Figure 1B) or 3 days (*p* > 0.05, Figure 1D) postoperatively. Second, FCT was used to evaluate the learning and memory functions. The context/tone test of the FCT was used to evaluate hippocampus-dependent/independent learning and memory. In the training session, the freezing time of FCT was not significantly changed (*p* > 0.05, Figure 1C), indicating that hippocampus-independent/dependent learning and memory were identical. For the context test, the freezing time was significantly reduced to 3 days postoperatively (*p* < 0.01, Figure 1E). Nevertheless, the freezing time for the tone test was not significantly different (*p* > 0.05, Figure 1F). In summary, the above results indicated that hippocampal-dependent cognition was impaired in aged mice postoperatively, which proves that the POCD mouse model has been successfully established.

### Differentially Expressed circRNAs in POCD of Aged Mice

Differentially expressed circRNAs from the hippocampal tissues of control and POCD mice were screened by microarray-based profiling. 

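The hippocampal RNA of 3 POCD mice and 3 control mice, aged 18 months and sampled 3 days after surgery, was hybridized to 6 arrays, 1 array per sample. The array is a 1-colour design on which each circRNA, a closed loop of RNA made by back-splicing, is read by a probe labeled with Cy3. All 6 arrays lay on 1 slide and came from 1 scan. Each array carried 15712 spots, among them 1 spot for each of 14236 circRNA probes. The authors deposited the spot intensity of every array as the scanner software gave it, together with a table of normalized log2 values. The text of the paper names limma for the raw data but no background correction or normalization. Here the background-subtracted intensity was put on the log2 scale, the 75th percentile of the circRNA probes was subtracted from each array, and spots marked by the scanner software as uneven or as outliers were left out. A circRNA was tested when its probe was well above background on at least 3 of the 6 arrays, which held for 14144 circRNAs. POCD and control arrays were then compared with limma, a linear model that shares information on the spread across all circRNAs. The number of arrays, 3 in each group, limits the precision of every comparison. The probes outside the circRNA set with 10 spots each gave a measure of the technical error: among the 77 well above background in every spot, the median SD between the spots of a probe on an array was 0.067 on the log2 scale. Between replicate arrays of a group, the median SD of a circRNA was 0.21.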

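Before scaling, the median log2 intensity of the circRNA probes was 6.89, 6.95 and 6.59 on the POCD arrays and 6.78, 6.86 and 6.90 on the control arrays, so that the medians spanned 0.36. After the 75th percentile of each array was subtracted, the medians of the circRNAs tested spanned 0.067. In the deposited normalized values, the medians of all probes spanned 0.021. Between 13999 and 14168 of the 14236 circRNA probes were well above background on each array, and no circRNA probe was saturated.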

The box plot shows a similar data distribution for both groups (Figure 2A). The scatter plot shows the original circRNA expression values between the two groups (Figure 2B). circRNA expression was observed in volcano plots and hierarchical clustering (Figures 2C,D). 

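Over all circRNAs tested, the scaled log2 intensities of any pair of arrays were closely correlated, with Pearson's r between 0.950 and 0.993 across circRNAs, which are not independent replicates. The mean r was 0.983 within groups and 0.975 between groups. This difference was 0.0088, and 2 of the 10 ways to divide the 6 arrays into groups of 3 gave a difference as large (exact permutation test, one-sided, p = 0.20, where the smallest p that 3 arrays against 3 allow is 0.10). The highest correlation was between control replicates 1 and 3, with r of 0.993. Control replicate 2 had r of 0.991 with POCD replicate 1 and 0.991 with POCD replicate 2, above its r of 0.976 with control replicate 1 and 0.981 with control replicate 3, while its r of 0.980 with POCD replicate 3 was not above the latter. In a principal component analysis the first component held 62.3% of the variance. Control replicates 1 and 3 lay at 37.4 and 33.6 on it, control replicate 2 at -8.33, and the POCD arrays at -17.6, -4.54 and -40.6.

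**Figure D1:**
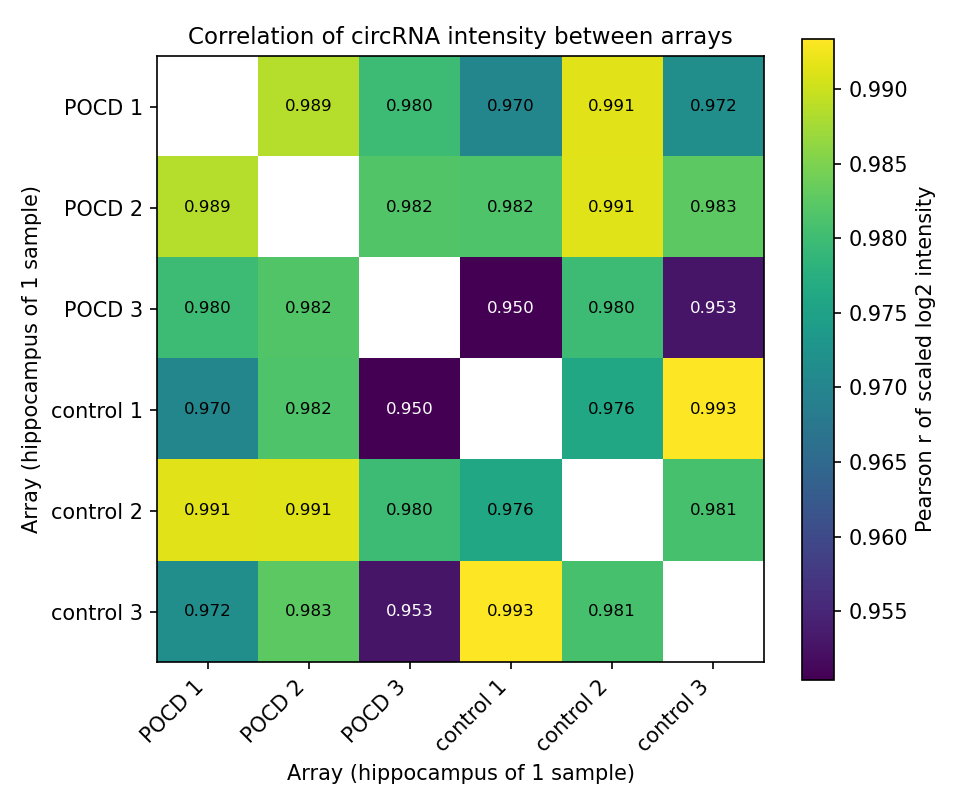
Pearson's r of the scaled log2 intensity over the circRNAs tested, for each pair of the 6 arrays. Rows and columns are arrays and the colour gives r, which is 0.993 between control replicates 1 and 3 and 0.950 between control replicate 1 and POCD replicate 3.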

A total of 124 differentially expressed circRNAs in POCD hippocampal tissues compared with control tissues were identified, of which 88 were upregulated and 36 were downregulated when the fold change was ≥1.5, and the *p*-value was <0.05. 

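Among the 14144 circRNAs tested with limma on the scaled intensities, 939 had a fold change of at least 1.5 and an unadjusted p under 0.05, of which 257 were higher and 682 were lower in POCD. Their median log2 fold change was 0.73 for those higher and -0.81 for those lower. With quantile normalization, the numbers were 366 higher and 508 lower. With the deposited normalized values and the methods' t-test, 124 circRNAs passed the same thresholds, 88 higher and 36 lower in POCD. All 124 had the same direction with limma on the scaled intensities, and 113 of them were also among the 939. Leaving out control replicate 2 raised the number of circRNAs past the thresholds to 1965, and leaving out control replicate 3 lowered it to 519. The paper states that its 124 circRNAs past the thresholds of fold change and p were differentially expressed in POCD hippocampus.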

The top 10 up/down-regulated circRNAs are listed in Table 2. Additionally, we found that 80.65% of circRNAs were exonic circRNAs, 8.87% were sense-overlapping circRNAs, 6.45% were intronic circRNAs, 2.42% were intergenic circRNAs, and 1.61% were antisense circRNAs (Figure 2E). 

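On the scaled intensities, all 20 circRNAs of Table 2 passed a fold change of 1.5 and an unadjusted p under 0.05 with limma, in the direction the paper gives. The log2 fold changes lay between 0.84 and 1.26 for the 10 higher in POCD and between -1.73 and -1.14 for the 10 lower. For 19 of the 20, every POCD array lay on the same side of every control array. The exception was mmu_circRNA_33862, whose control replicate 2 at 1.37 was lower than POCD replicate 2 at 1.43. All 20 had an adjusted p of 0.30 (limma with Benjamini-Hochberg adjustment over the circRNAs tested). Adjusted over the list alone, all 20 passed 0.05, but the list was chosen on these arrays and this is not independent evidence. Adjusted over the circRNAs tested, the median adjusted p of the 20 from limma depended on the arrays. It was 0.029 without control replicate 2, 0.048 with array weights and 0.88 without control replicate 3. Under the other limma settings it lay between 0.23 and 0.63. mmu_circRNA_22261 was at -0.40 ± 0.35 (SD, n = 3) relative to the 75th percentile in POCD and at -1.66 ± 0.44 (SD, n = 3) in control, a log2 fold change of 1.26 (standard error 0.26). The smallest standard error of the list was that of mmu_circRNA_27408, with 2.29 ± 0.052 (SD, n = 3) in POCD and 1.16 ± 0.27 (SD, n = 3) in control. In the other direction, mmu_circRNA_34414 fell by 1.73 on the log2 scale (standard error 0.42), and mmu_circRNA_33862 fell by 1.59 (standard error 0.42). Outside Table 2, the largest change among circRNAs with no overlap between the groups was that of the probe ASCRP4011315. It fell by 2.96 (standard error 0.84, adjusted p = 0.30 from limma). Its POCD replicate 2 at -2.03 and control replicate 2 at -1.98 were closer than the median SD of 0.067 between spots of a probe. The largest increase among circRNAs with no overlap was that of the probe ASCRP4011276, with a log2 fold change of 1.84 (standard error 0.74, adjusted p = 0.32 from limma), with POCD replicate 3 at 2.02 against -0.95 and -1.01 in the other POCD replicates. For ASCRP4011276 too, POCD replicate 2 at -1.01 and control replicate 2 at -1.06 were closer than that SD. Without POCD replicate 3 its log2 fold change was 0.84 and it still passed the thresholds. Without control replicate 1 or control replicate 3 it no longer passed the thresholds. With the methods' t-test neither probe passed them, and 16 of the 20 circRNAs of Table 2 did.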

Localization analysis revealed that these abnormally regulated circRNAs were mainly located in chr1-19 and chrX, but not chr20 and chrY (Figure 2F).

**Figure 2:**
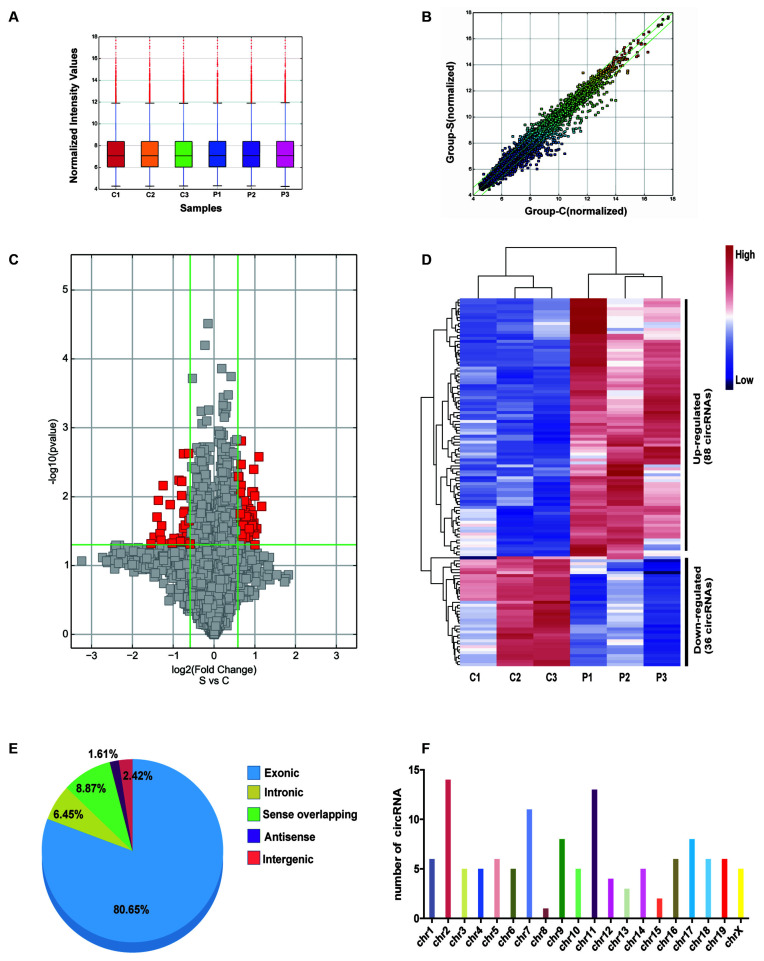
Character of differentially expressed circRNA in the postoperative cognitive dysfunction (POCD) and control groups. **(A)** Distribution of circRNAs in the six samples (C1–3: control group; P1–3: POCD group). **(B)** The difference expression of circRNA is shown by a scatter plot between the control and POCD groups. **(C)** The differential circRNA expression is shown by volcano diagrams between the control and POCD groups. **(D)** Thirty-six downregulated and 88 upregulated circRNAs in POCD are shown in the heatmap. **(E)** The pie chart showed the transcriptional sources of the differentially expressed circRNAs. **(F)** Chromosome locations of the differentially expressed circRNAs.

**Table 2:** Top 10 significantly up/downregulated circRNAs in POCD of aged mice.

Significantly up/downregulated circRNAs					
probeID	*P*-value	FDR	FC(abs)	Regulation	circRNA
ASCRP4007024	0.013865474	0.529357952	2.2450955	up	mmu_circRNA_22261
ASCRP4007409	0.00262982	0.529357952	2.1437073	up	mmu_circRNA_27408
ASCRP4003389	0.029190777	0.529357952	2.0674603	up	mmu_circRNA_42249
ASCRP4013349	0.049867064	0.529357952	2.0025764	up	mmu_circRNA_25474
ASCRP4004614	0.034733688	0.529357952	1.9985147	up	mmu_circRNA_44122
ASCRP4010020	0.009783375	0.529357952	1.9958363	up	mmu_circRNA_32165
ASCRP4003327	0.029212904	0.529357952	1.9870759	up	mmu_circRNA_41895
ASCRP4000668	0.024166022	0.529357952	1.9686275	up	mmu_circRNA_22058
ASCRP4002143	0.030499114	0.529357952	1.9626064	up	mmu_circRNA_39251
ASCRP4006538	0.003998226	0.529357952	1.9615141	up	mmu_circRNA_27407
ASCRP4010600	0.048075886	0.529357952	2.9162194	down	mmu_circRNA_33862
ASCRP4001381	0.038744532	0.529357952	2.7699311	down	mmu_circRNA_30227
ASCRP4001879	0.019740651	0.529357952	2.6326581	down	mmu_circRNA_38328
ASCRP4001023	0.011304438	0.529357952	2.5770301	down	mmu_circRNA_22673
ASCRP4010800	0.034227559	0.529357952	2.5008209	down	mmu_circRNA_31065
ASCRP4011284	0.042921723	0.529357952	2.4593752	down	mmu_circRNA_34414
ASCRP4009404	0.02644451	0.529357952	2.4333386	down	mmu_circRNA_45921
ASCRP4011303	0.006882754	0.529357952	2.3732211	down	mmu_circRNA_44559
ASCRP4002514	0.048719463	0.529357952	2.200436	down	mmu_circRNA_29699
ASCRP4002584	0.013002798	0.529357952	2.1034439	down	mmu_circRNA_29984

### Validation of Dysregulated circRNAs Through Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

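On the arrays, mmu_circRNA_44122 was at 3.94 ± 0.27 (SD, n = 3) in POCD and 3.06 ± 0.24 (SD, n = 3) in control, as log2 intensity relative to the 75th percentile of each array, a log2 fold change of 0.88 (standard error 0.19). mmu_circRNA_22058 was at 3.24 ± 0.42 (SD, n = 3) in POCD and 2.39 ± 0.045 (SD, n = 3) in control. Its log2 fold change of 0.84 had a standard error of 0.21. mmu_circRNA_44559 was lower in POCD, with 0.012 ± 0.36 (SD, n = 3) against 1.35 ± 0.19 (SD, n = 3), and fell by 1.34 (standard error 0.21). mmu_circRNA_22673 fell by 1.44 (standard error 0.26), from 1.30 ± 0.20 (SD, n = 3) in control to -0.15 ± 0.54 (SD, n = 3) in POCD. For these 4 circRNAs the groups did not overlap, and the nearest POCD and control arrays were 0.36, 0.31, 0.80 and 0.72 apart on the log2 scale. Leaving out any array kept the 4 past a fold change of 1.5 and an unadjusted p under 0.05. circRNA_28795 was not analysed here.

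**Figure D2:**
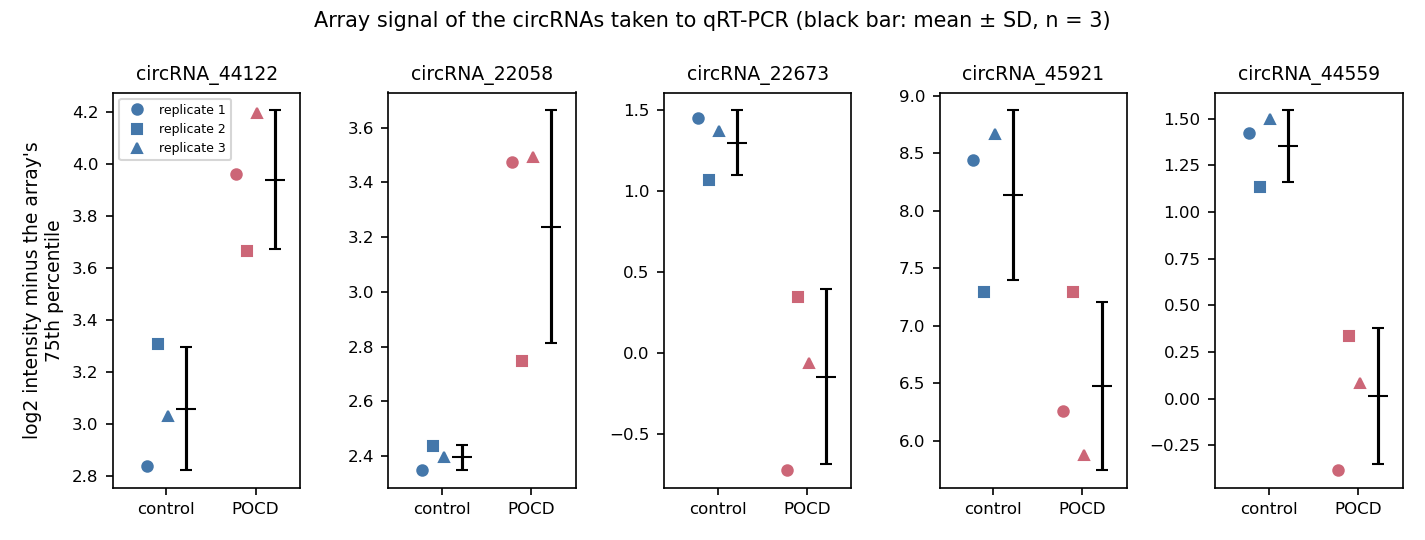
Log2 intensity minus the 75th percentile of the array for 5 circRNAs taken to qRT-PCR, 1 point per array with the marker shape giving the replicate number, and the black bar giving the mean and SD of 3 arrays. Each panel has its own scale. In circRNA_45921, POCD replicate 2 at 7.292 and control replicate 2 at 7.296 lie at almost the same level.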

Six dysregulated circRNAs were chosen randomly, including upregulated (circRNA_28795, circRNA_44122, and circRNA_22058) and downregulated circRNAs (circRNA_44559, circRNA_45921, and circRNA_22673). qRT-PCR demonstrated that circRNA_28795, circRNA_44122, circRNA_22058, circRNA_44559, and circRNA_22673 expression in the control and POCD hippocampal tissues was verified with the microarray results. The expression of circRNA_28795, circRNA_44122, circRNA_22058, circRNA_44559, and circRNA_22673 expression were significantly different (Figures 3A–D,F, *p* < 0.05). 

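On the arrays, mmu_circRNA_45921 was at 6.48 ± 0.73 (SD, n = 3) in POCD and 8.13 ± 0.74 (SD, n = 3) in control, relative to the 75th percentile of each array. It fell by 1.66 on the log2 scale (standard error 0.43), and the nearest POCD and control arrays were 0.0042 apart, less than the spread between spots of a probe on an array. With each array left out in turn, the log2 fold change stayed between -2.08 and -1.36. It passed an unadjusted p under 0.05 with limma. With the methods' t-test it did not pass on the same values, but passed after quantile normalization and on the deposited values. In a further setting, spots whose local background was marked as uneven or as an outlier were left out. mmu_circRNA_45921 then had no log2 fold change, because a whole group had no value left.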

The expression of circRNA_45921 was not significantly different (Figure 3E, *p* > 0.05).

**Figure 3:**
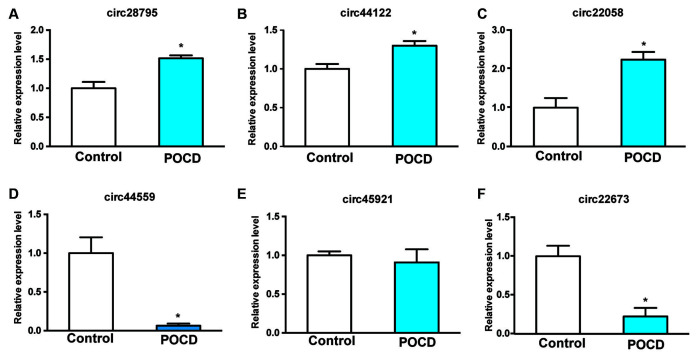
Conformation of the six prospected circRNAs with qRT-PCR. RNAs from the POCD and control groups were involved **(A–F)**. *p < 0.05 compared with the control group.

### MicroRNA Response Elements (MREs) Analysis

circRNAs may regulate target gene expression through competitive binding with their target miRNAs (Han et al., 2017; Qiu et al., 2018). The circRNA-microRNA networks were predicted using Arraystar’s self-made miRNA target prediction software. A 2D structure was established through sequence analysis of MREs (Supplementary Figures 1A–E). For circRNA_28795, the predicted miRNAs included miR-151-5p, miR-669b-5p, miR-453, miR-138-5p, and miR-298-5p, circRNA_44122, the predicted miRNAs included miR-7033-5p, miR-6914-3p, miR-6974-3p, miR-7010-3p, and miR-361-3p; for circRNA_22058, the predicted miRNAs included miR-196a-5p, miR-7048-3p, miR-322-5p, miR-6964-3p, and miR-670-3p; for circRNA_44559, the predicted miRNAs included miR-1903, miR-207, miR-6946-3p, miR-6896-3p, and miR-6976-3p; for circRNA_22673, the predicted miRNAs included miR-6952-5p, miR-6982-5p, miR-7092-3p, miR-6957-3p, and miR-6986-5p (Table 3).

**Table 3:** Predicted miRNA response elements of the five confirmed circRNAs.

circRNA ID	Predicted miRNA response elements (MREs)				
	MRE1	MRE2	MRE3	MRE4	MRE5
circRNA_28795	miR-151-5p	miR-669b-5p	miR-453	miR-138-5p	miR-298-5p
circRNA_44122	miR-7033-5p	miR-6914-3p	miR-6974-3p	miR-7010-3p	miR-361-3p
circRNA_22058	miR-196a-5p	miR-7048-3p	miR-322-5p	miR-6964-3p	miR-670-3p
circRNA_44559	miR-1903	miR-207	miR-6946-3p	miR-6896-3p	miR-6976-3p
circRNA_22673	miR-6952-5p	miR-6982-5p	miR-7092-3p	miR-6957-3p	miR-6986-5p

### circRNA-miRNA-mRNA Interaction Analysis of Validated circRNAs

MiRWalk 3.0 was used to predict target genes of the above-mentioned circRNA-targeted miRNAs. Then, the predicted genes of the three upregulated circRNAs were overlapped by the reported differentially upregulated mRNAs from the GEO database (GSE 113738, from POCD model of aged mice), 131 upregulated mRNAs were screened to build the ceRNA networks, and 268 downregulated mRNAs were screened in the same way. The circRNA-miRNA-mRNA regulatory networks for circRNA_28795, circRNA_44122, and circRNA_22058 included 15 miRNAs and 131 mRNAs (Figure 4A), and for circRNA_44559 and circRNA_22673 included 10 miRNAs and 268 mRNAs (Figure 4B). These results indicate that the ceRNA network might be involved in the POCD mechanism.

**Figure 4:**
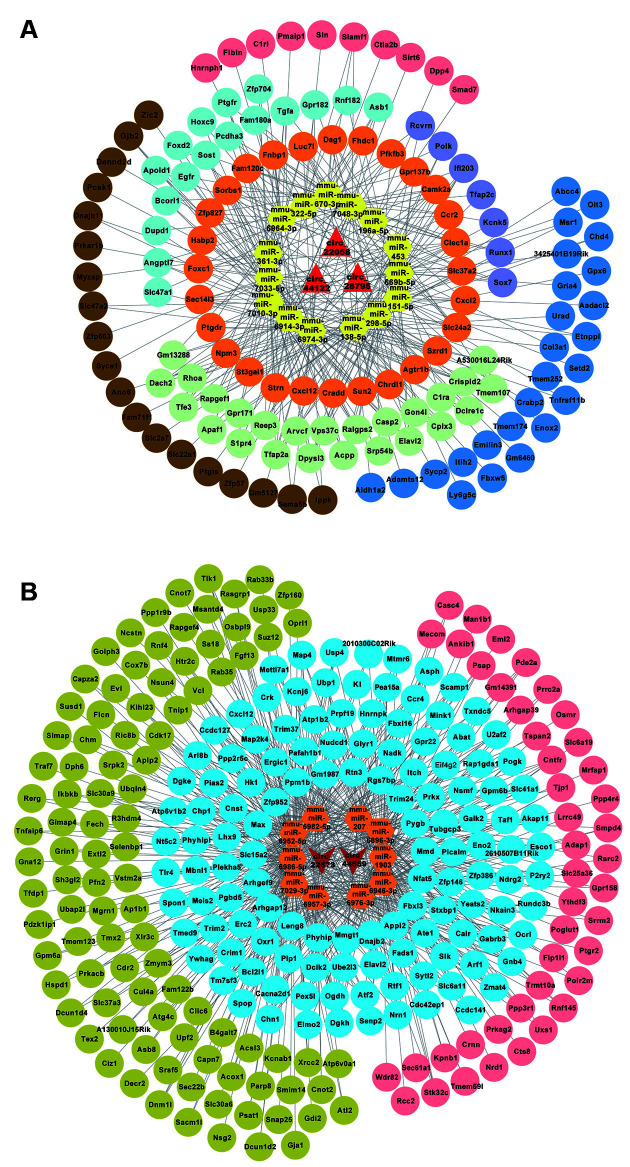
circRNA-miRNA-mRNA network analysis. **(A)** The ceRNA network for the three upregulated circRNAs. **(B)** The ceRNA network for the three downregulated circRNAs.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Enrichment Analysis of the Predicted Network Genes

The functions of the 131 upregulated and 268 downregulated genes were analyzed using GO and KEGG analyses. The top highly enriched GO terms of biological process, cellular component, and molecular function for upregulated and downregulated genes are shown in Supplementary Figures 2A,B. The top terms of upregulated genes were identical protein binding (GO:0042802), extracellular region (GO:0005576), and tube morphogenesis (GO:0035239). For downregulated genes, the top terms were protein binding (GO:0005515), cell part (GO:0044464), and localization (GO:0051179). The KEGG pathway analysis revealed that the upregulated genes were involved in the adherens junction, phospholipase D signaling pathway, and ErbB signaling pathway (Figure 5A). Accordingly, the downregulated genes were significantly enriched in the MAPK signaling pathway, GABAergic synapse, and ubiquitin-mediated proteolysis (Figure 5B).

**Figure 5:**
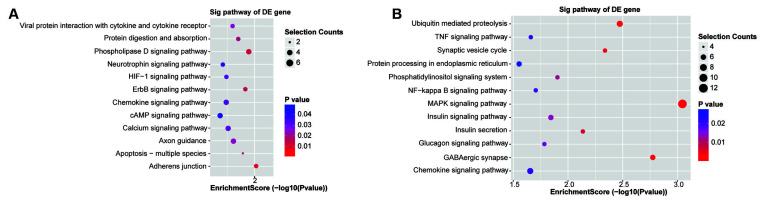
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. **(A,B)** The KEGG enrichment analysis of the up/downregulated circRNA’s predicted genes.

### Protein-Protein Analysis of circRNAs Regulated Genes

Further analysis was performed to identify the most promising related genes using the proven circRNAs. Analysis of the protein-protein interaction network for these up/downregulated genes was performed using STRING (11.0 version) under default parameters (Figures 6A,E). Using the Cytoscape plug-in MCODE, the top three sub-network modules were aggregated and extracted from the protein-protein interaction network (Figures 6B,F). For the upregulated network, module A contained four nodes, including cxcl2 and cxcl12. For the downregulated network, module A contained seven nodes, including fbxl3 and fbxl16. Moreover, based on the protein-protein interaction results, the hub genes were screened by degree using CytohHubba of the Cytoscape software. As shown in Figures 6C,G, the hub genes *Egfr/Prkacb* were in the up/downregulated networks, and the mRNA expression levels of *Egfr* and *Prkacb* were also measured by qRT-PCR (Figures 6D,H).

**Figure 6:**
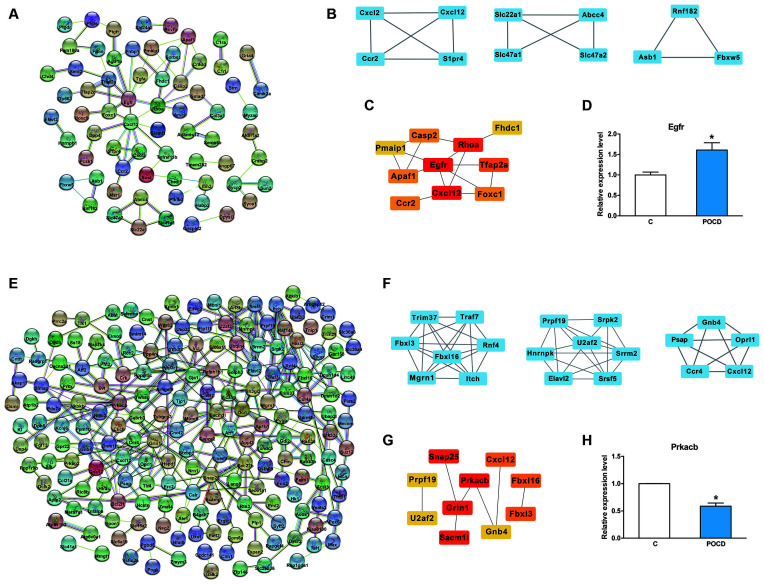
Protein-protein analysis of circRNAs regulated genes. **(A,E)** The protein-protein interaction network analysis for the up/downregulated genes. **(B,F)** Top three sub-network modules that are predicted by MCODE in the Cytoscape software. **(C,G)** Top 10 hub genes screened by CytohHubba in the Cytoscape software. **(D,H)** The mRNA expression level of *Egfr* and *Prkacb* validation. *p < 0.05 compared with the control group.

## Discussion

POCD has a high incidence among elderly patients, especially those undergoing major surgeries. The pathogenesis of POCD is complex and lacks effective diagnosis and treatment. Therefore, several recent studies have focused on the epigenetic regulation of the pathogenesis of POCD to discover potential therapies (Li et al., 2015; Liu et al., 2019; Zhong and Xu, 2019). miRNAs and lncRNAs in the brain have been reported to contribute to POCD (Li et al., 2019; Su et al., 2019). However, the roles of circRNAs in POCD remain largely unknown.

CircRNAs are evolutionarily conserved at varying species sequence levels (Jeck et al., 2013). For example, 28% of the mouse circRNA molecules are conserved in humans (Rybak-Wolf et al., 2015). CircRNAs are extremely rich, conserved, and dynamically present in the mammalian brain (Westholm et al., 2014). Because circRNAs are preferentially expressed in nervous genes and nervous tissues (Floris et al., 2017), they are associated with neurological diseases, such as AD, one of the most common neurodegenerative diseases (Burns and Iliffe, 2009). Recent studies have shown that several circRNAs are present in the nervous tissues of patients with sporadic AD and AD mice (Huang et al., 2018; Sekar et al., 2018). Additionally, Cao et al. (2020) reported that dexmedetomidine alleviates POCD through circRNA in aged rats. This study compared the differentially expressed circRNAs between dexmedetomidine and POCD groups; however, our study is the first to examine circRNA profiles between POCD and control groups in the hippocampus of aged mice. Wang et al. (2019) found that circRNA_089763 expression in the plasma exosomes of POCD patients after coronary artery bypass graft surgeries, indicating that circRNA may be a potential biomarker for POCD.

CircRNA has been reported to carry out various kinds of modulating roles, including the interaction with RNA-binding proteins, acting as miRNA sponges, and regulation of paternal gene transcription, mainly at the posttranscriptional and transcriptional levels. In the human genome, a total of 519 canonical miRNA genes have been identified (Denzler et al., 2014; Bartel, 2018). Approximately 70% of the discovered miRNAs are present in the temporary brain and neurons (Cao et al., 2006), implying that miRNAs play a significant regulatory function during the development of the nervous system. As in psychiatric dysfunctions such as schizophrenia (Xu et al., 2013), deregulation of miRNAs is involved in neurodegenerative abnormalities such as Parkinson’s disease (PD) and AD as well (Esteller, 2011). Previous studies have reported a significant correlation that supports the role of miRNAs in POCD (Yu et al., 2015; Wei et al., 2017; Chen et al., 2019; Yazit et al., 2020).

Salmena et al. (2011) proposed the ceRNA hypothesis, suggesting that circRNAs interact with miRNAs to modulate gene expression at the transcriptional or posttranscriptional level. Over the past few years, the ceRNA assumption has been confirmed by many experiments. For instance, circRNA_2837 targets miR-34 family members to regulate LC3-II/p62 and protect neurons by autophagy in the sciatic nerve injury model (Zhou et al., 2018). In neural stem cells, circRNA TTC3 sponges miR-372-3p to regulate TLR4 expression and prevent cerebral ischemia reperfusion injury (Yang et al., 2021). With a new understanding of the ceRNA networks in different diseases, therapies targeting ceRNAs rather than miRNAs alone may become more significant and valuable (Bak and Mikkelsen, 2014). Therefore, GO and KEGG enrichment analyses were carried out for the up/downregulated genes in the ceRNA network. In the GO analyses, the top three terms of the upregulated genes were identical protein binding, extracellular region, and tube morphogenesis; for downregulated genes, the top three terms were protein binding, cell part, and localization. Next, KEGG pathway analysis showed that the upregulated genes included adherens junction, phospholipase D, ErbB signaling pathway, and the downregulated genes involved in the MAPK signaling pathway and mediated proteolysis, which were revealed to be associated with POCD (Li et al., 2014, 2016; Vutskits and Xie, 2016; Zhang et al., 2016; Ding et al., 2017; Lu et al., 2017; Wang D. S. et al., 2018; Wang W. X. et al., 2018; Orser and Wang, 2019; Zheng et al., 2019; Zhong and Xu, 2019). Thus, these bioinformatics analyses of possible pathways also suggested the potential functions of the identified circRNAs in POCD of aged mice.

Meanwhile, based on the protein-protein interaction analysis, *Egfr* and *Prkacb* were predicted in the interaction network. In addition, *Egfr* may be modified by circRNA_22058 and circRNA_44122. *Prkacb* may be modified by circRNA_22673. Egfr has also been proposed as a fundamental disease-associated protein in AD pathogenesis (Quan et al., 2020; Yuen et al., 2020). They have therapeutic abilities through autophagy induction and the attenuation of reactive astrocytes (Tavassoly et al., 2020). *Prkacb* might be involved in the MAPK signaling pathway, GABAergic synapse, insulin secretion, insulin signaling pathway, and chemokine signaling pathway. PKA has also been reported to contribute to neurodegenerative diseases, such as PD and AD (Dagda and Das Banerjee, 2015; Myeku et al., 2016; Kumar and Singh, 2017; Sanders and Rajagopal, 2020; Zhang et al., 2020). PKA has also been reported to be involved in POCD mechanism (Wang W. X. et al., 2018; Zhu et al., 2019). Therefore, the mmu-circRNA_22058 and circRNA_44122/*Egfr* ceRNA network or circRNA_22673/*Prkacb* ceRNA network may contribute to the pathological process of POCD, which will be validated in future studies.

The present study had several limitations. First, we only screened differentially expressed circRNAs in POCD mice 3 days after anesthesia/surgery. Consequently, we did not know whether the differentially expressed circRNAs were time-dependent. Second, although we found that some circRNAs might be associated with POCD, the mechanism needs to be elucidated in further studies.

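After Benjamini-Hochberg adjustment over the 14144 circRNAs tested with limma, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.30. Unadjusted, 2048 circRNAs had a p under 0.05. With the methods' t-test on the same values, 1140 had an unadjusted p under 0.05 and 0 passed after adjustment. Every POCD array lay above every control array for 881 circRNAs and below for 1546, together 17.2% of those tested. The 10% that chance gives is an average over the 10 splits of the arrays. Because circRNAs vary together, a single split can lie far from this average, so no conclusion is drawn from the excess. Limma with each array weighted by its closeness to its own group gave 592 circRNAs with an adjusted p under 0.05. The smallest adjusted p from this limma fit was 0.048. Such weights count an array less when it differs from its group, so the 592 rest on the labels and not on a measured quality. The other settings with all 6 arrays gave 0. Limma without control replicate 2, whose mean r was higher with the POCD arrays than with the other controls, gave 560. With any other array left out, limma gave 0 or 1.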

In summary, we found that circRNAs were differentially expressed in the POCD of aged mice hippocampus. Using bioinformatics analysis of predicted circRNAs, we evaluated the roles and relevant pathways of relative circRNA-target genes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165798.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Xuzhou Medical University.

## Author Contributions

Y-QW and H-HM designed the research. QL, H-BW, CC, HH, and Y-MS contributed to behavioral test and sample collection. L-HM, JW, and Y-YS performed the molecular experiments. Y-QW and H-HM analyzed the bioinformatics data and wrote the article. Y-QW, QL, and H-HM revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Microarray Analysis Identifies Key Differentially Expressed Circular RNAs in Aged Mice With Postoperative Cognitive Dysfunction
**Source:** Front Aging Neurosci. 2021 Aug 16;13:716383. doi: 10.3389/fnagi.2021.716383
**Supplement:** Supplementary file 1

on the seed site's both sides. The lack of conserved information about circRNA was indicated by the empty box under “Conservation” between species. M: miRanda; T: TargetScan.

Supplementary Figure 2

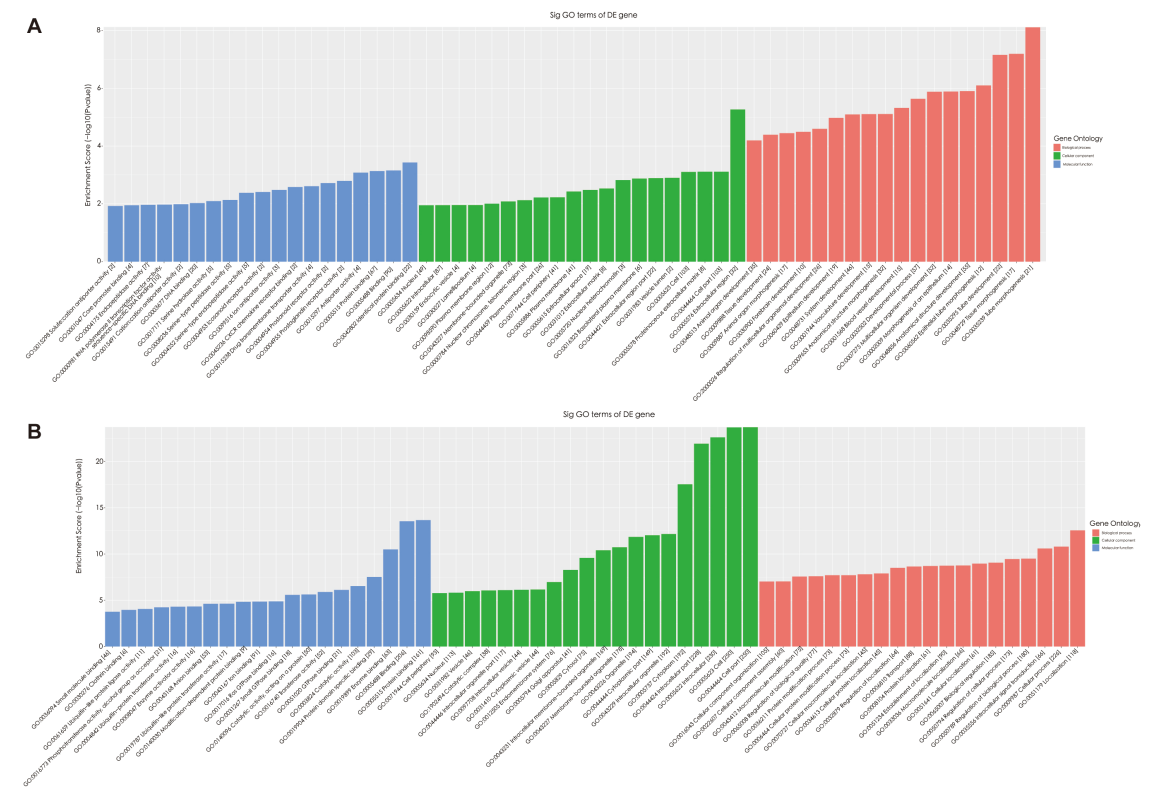

**Supplementary Figure 2. GO analysis of the up/down-regulated circRNAs.** (A-B) GO enrichment analysis of the up/down-regulated circRNAs that is predicted target genes in terms of BP, CC and MF.

How the deposited data were processed for this re-analysis (not part of the article)

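Hippocampal RNA of 3 POCD and 3 control mice, aged 18 months and sampled 3 days after surgery, was measured on 6 arrays. The samples were assigned to groups from their labels and from the legend of Figure 2. The authors deposited, for each array, the spot intensity that Feature Extraction gives on a linear scale, background-subtracted and not normalized between arrays, and the median intensity of each spot and of its local background. The authors also deposited a table of log2 values for 14236 circRNA probes, whose normalization the text of the paper does not name. Each column of that table had a rank correlation above 0.999 with its own array. The values differed by a median of 0.020 from a quantile normalization of the log2 median intensity without background subtraction, so they were read as normalized log2 intensities.

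From the scanner files, control spots and spots marked as uneven or as outliers were left out, the intensity was put on the log2 scale, and the 75th percentile over the circRNA probes of each array was subtracted. A circRNA was tested where its probe was well above background on at least 3 of the 6 arrays, which left 14144. POCD was compared with control in limma version 3.58.1 (R version 4.3.3) with lmFit and eBayes. A circRNA was counted at a fold change of at least 1.5 and an unadjusted p under 0.05, the thresholds of the paper, and separately at a Benjamini-Hochberg adjusted p under 0.05. The separation of the arrays was tested by an exact permutation over the 10 splits of 6 arrays into groups of 3. Plots were drawn with matplotlib version 3.10.9.

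The fit was tested on simulated data with the means and spreads of 14125 circRNAs with values on every array. Of 200 circRNAs changed by 2 on the log2 scale, 189 passed an adjusted p of 0.05 with limma, with 9 false calls, and 133 passed with the methods' t-test, with 8 false calls. With no circRNA changed, 198 circRNAs passed a fold change of 1.5 and an unadjusted p under 0.05 with limma, and 101 with the methods' t-test. The simulated arrays varied independently between circRNAs, which real arrays do not. The simulated change of 2 was also larger than the median log2 fold changes of the circRNAs past the thresholds, 0.73 and -0.81. The recovery therefore does not tell how many changes of that size would pass an adjusted p.

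The alternatives were another background correction (normexp with an offset of 50), quantile normalization, the deposited values, the methods' t-test, other filters on dim probes, the percentile over detected probes, an intensity trend, array weights, the replicate number or the row of the slide as a block, and each array left out in turn. The circRNAs named in the text are those of Table 2 and of the qRT-PCR experiment and, in each direction, the 3 with the largest fold change among those past the thresholds whose groups did not overlap, of which at most the largest is printed where no circRNA name is paired with the probe. Names were taken from Table 2, which pairs 20 probes with circRNAs.

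The files used here do not pair probes with host genes, circRNA classes or chromosomes, so the classes of Figure 2E, the chromosomes of Figure 2F, the lists of marker genes of neighbouring tissues and circRNA_28795 were not analysed here. The arrays shared 1 slide and 1 scan, so no slide or scan could be tested as a batch. Between 98.3% and 99.5% of the circRNA probes were well above background on each array.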

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

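The test of the place on the array was chosen after the result was seen. Besides the circRNA probes, the arrays carry 94 probes with 10 spots each that the paper does not report on. Of these, 15 have names that begin with MM9NEGATIVE and 14 with AS_circRNA_control, and 77 of the 94 were well above background in every spot. The results below cover all 94. Compared in the same way, 9 of the 94 passed a fold change of 1.5 and an unadjusted p under 0.05 with limma, 1 higher and 8 lower in POCD. The probe A_51_P262079 passed an adjusted p under 0.05 with limma. It was at -0.97 ± 0.19 (SD, n = 3) in POCD and -0.049 ± 0.16 (SD, n = 3) in control, a log2 fold change of -0.92 (standard error 0.19, adjusted p = 0.048 over the 94 probes, limma), and lower in 3 of 3 POCD arrays than in every control array. The files do not pair this probe with a gene. With the methods' t-test, 0 of the 94 probes passed after adjustment.

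A difference tied to a place on the array is argued against by the spots of the probe, which lie at separate places: all 10 were lower in POCD. The scaling stays open: setting each array to the median of the 94 probes left the log2 fold change at -0.92 (standard error 0.23), so it hardly moved this difference and tests little, and the adjusted p from limma was then 0.18. Over the 94 probes the median log2 fold change was -0.21, so as a set they lean lower in POCD. Chance cannot be excluded: 2 of the 10 splits of the arrays, the real split included, gave as many of these probes past an adjusted p of 0.05, and 10 splits cannot give a share under 0.1. A difference between the POCD and control mice stays open and untested.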

How the results depend on the processing

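The alternatives with normexp, with the median intensity of the spots, with background outlier spots left out and with the row of the slide were chosen after seeing the data, and the others before the data were examined. The planned normexp on the mean intensity was not run, because the files hold the median intensity only. Slide and scan as a block, the marker lists and the classes and chromosomes were not run either.

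The number of circRNAs past a fold change of 1.5 and an unadjusted p under 0.05, 939 with 257 higher and 682 lower in POCD, fell under several settings. With limma it was 559 on the deposited values (221 higher, 338 lower), 410 with normexp (115 higher, 295 lower) and 361 with normexp and quantile normalization (128 higher, 233 lower). With the methods' t-test it was 259 on the same values (94 higher, 165 lower), 209 after quantile normalization (141 higher, 68 lower), 124 on the deposited values (88 higher, 36 lower) and 123 on the quantile-normalized median intensity without background subtraction (90 higher, 33 lower). The cause was not tested for each of these. More circRNAs were higher than lower only in the last 3 of these settings. With the row of the slide as a block, 141 were higher and 713 lower, but only 323 of these 854 were among the 939, and 18 of the 20 circRNAs of Table 2 passed. All controls and POCD replicate 1 lay in row 1 and POCD replicates 2 and 3 in row 2, so the row is partly confounded with the group and this fit compares POCD replicate 1 with the controls. No filter, a filter on all 6 arrays, the percentile over detected probes, the intensity trend, array weights, the replicate block and background outlier spots left out gave totals between 901 and 1339.

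No circRNA passed an adjusted p of 0.05 with limma or the methods' t-test under the other settings with all 6 arrays, apart from array weights, which gave 592. These weights were lowest for POCD replicate 3 (0.42) and control replicate 2 (0.46) and highest for control replicate 3 (2.96). With each array left out in turn, the number past an adjusted p ranged from 0 to 560, the highest without control replicate 2. The number past fold change and unadjusted p ranged from 519 without control replicate 3 to 1965 without control replicate 2, with between 107 and 662 higher and between 400 and 1303 lower. Between 16 and 20 of the 20 circRNAs of Table 2 passed under every setting, the fewest with the methods' t-test on the scaled intensities.

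The mean correlation within groups stayed above that between groups in every setting run, and the difference lay between 0.0033 without POCD replicate 3 and 0.018 without control replicate 2. With Euclidean distance the mean distance between groups was also larger, by 9.74. The range of the array medians was 0.067 and became 1.5e-05 after quantile normalization, 0.0022 with normexp and quantile normalization, 0.022 in the deposited values and 0.025 in the quantile-normalized median intensity, as those methods set the distributions equal. It lay between 0.036 and 0.067 with an array left out. Of 571 log2 fold changes of named circRNAs under these settings, 0 changed sign and 45 fell below a threshold of fold change or unadjusted p.

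With the replicate number as a block, 1016 circRNAs passed the thresholds of fold change and unadjusted p and 0 passed an adjusted p of 0.05. The numbers do not pair the samples: the deviations of equally numbered POCD and control arrays from their group means had correlations of 0.011, -0.55 and -0.23. Between 98.3% and 99.5% of the circRNA probes were well above background on each array. Dim signal still bears on the counts, since 231 of the 682 circRNAs lower in POCD were in the dimmest 25%.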

Differences from the paper's values

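The paper reports 124 circRNAs past a fold change of 1.5 and a p of 0.05, and 939 were found here. The paper's 88 upregulated circRNAs stand against 257, and its 36 downregulated circRNAs against 682. Among the alternatives set before the data were examined, the deposited values with the methods' t-test gave the paper's 124, 88 and 36. The number higher was also within 1.5 times the paper's with the methods' t-test on the scaled intensities (94) and without POCD replicate 3 (107) or control replicate 3 (119). The other alternatives set before the data were examined were further from the paper's value for all 3 numbers. Of the alternatives chosen after seeing the data, the quantile-normalized median intensity with the methods' t-test gave 123, 90 and 33, and normexp gave 115 and normexp with quantile normalization 128 higher.

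The false discovery rate in Table 2 is 0.529357952 for each circRNA in the paper, and the median adjusted p of these circRNAs was 0.30 with limma here. With the deposited values and the methods' t-test the median was 0.529, the paper's value. Of the alternatives set before the data were examined, the methods' t-test on the scaled intensities and after quantile normalization, and leaving out POCD replicate 3 or control replicate 1, also came within 1.5 times of it, and the others did not. Both normexp settings, the quantile-normalized median intensity with the methods' t-test, and the row of the slide as a block, chosen after seeing the data, came within it as well.

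The fold changes of the 20 circRNAs of Table 2 on the scaled intensities were each within 1.5 times the paper's, and on the deposited values all 20 were within 0.001 of it.

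The paper lists mmu_circRNA_33862 as the circRNA with the largest fold change among those downregulated. On the scaled intensities, its log2 fold change was -1.59, that of mmu_circRNA_34414 was -1.73 and that of mmu_circRNA_45921 -1.66, and the probe ASCRP4011315, outside Table 2, was at -2.96. After quantile normalization mmu_circRNA_33862, at -1.52, was ahead of these circRNAs of Table 2, at -1.33 and -1.21, and on the deposited values it was at -1.54, against -1.30 and -1.28. In the other direction, mmu_circRNA_22261 leads the paper's list with 1.26 here, and the probe ASCRP4011276 was at 1.84. With the deposited values and the methods' t-test neither of these probes passed the thresholds.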

Other observations

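The tests of the splits of the circRNA arrays, the slide position, the rank correlation, the exchanged labels, the grid control spot and the direction after quantile normalization were chosen after the results were seen. The tests of the brightest circRNAs, of the direction among brighter circRNAs and of the spread between controls were chosen before the values they measure were seen.

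For the counts of circRNAs in the real division of the 6 arrays into groups of 3, chance cannot be excluded, because 10 splits cannot give a share under 0.1. A count of at least 939 circRNAs past fold change 1.5 and an unadjusted p under 0.05 was reached by 2 of the 10 splits, the real one included. A count in one direction of at least 257, the number higher in POCD, was reached by 3 splits, and of at least 682, the number lower, by 2 splits. For the circRNAs past an adjusted p of 0.05 with limma on the scaled intensities the comparison tests nothing, since the real count was 0 and all 10 splits reach that by definition. For the 124 circRNAs from the deposited values with the methods' t-test, 2 splits gave as many. For the 939 and the 124, the other split was the one that exchanges POCD replicate 2 and control replicate 2, with 1075 circRNAs on the scaled intensities and 382 on the deposited values. It also gave 98 circRNAs past an adjusted p of 0.05 with limma on the deposited values, where the real division gave 0.

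Control replicate 2 lay nearer to the POCD arrays than to the other controls, with a mean r of 0.988 and 0.978, although its r with POCD replicate 3, 0.980, was below its r with control replicate 3, 0.981. The slide position and the noise of dim spots are each argued against by the values. The scaling needs no test, since it subtracts 1 value per array and this cannot change r. Control replicate 2 shares its slide row with control replicates 1 and 3, yet its mean r with the POCD arrays of the other row was higher by 0.0072. Rank correlations were also higher with the POCD arrays, by 0.0081, so the pattern does not rest on the spacing of the values within an array. Over the brightest 25% of the circRNAs, where dim spots have no part, the mean r was higher by 0.034. A wrong label of control replicate 2, alone or in a swap with POCD replicate 2, cannot be told apart from a control mouse that differs from the others: exchanging the labels gave 1075 circRNAs past the thresholds against 939, while POCD replicate 2 had a mean r with its own group higher by only 0.0031 than with control replicates 1 and 3, against 0.013 for POCD replicate 1 and 0.029 for POCD replicate 3. Over the brightest 25% of the circRNAs these means were 0.957 and 0.957, so POCD replicate 2 lay between the groups and does not settle the question. A mouse that responded differently to the procedure stays open and untested.

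A candidate explanation for the leading axis of the arrays is a difference in RNA or labelling that also reaches spots outside the circRNA probes. The grid control spot, averaged over its 14 copies and scaled in the same way, followed the first principal component over the 6 arrays (Pearson's r = 0.966, exact permutation p = 0.0014, and Spearman's rho = 1, exact permutation p = 0.0028, both two-sided, 1 relation tested, in scaled and unscaled form). Its log2 intensity relative to the 75th percentile was 7.67 on control replicates 1 and 3, 7.15 on POCD replicate 2, 6.66 on control replicate 2, 6.57 on POCD replicate 1 and 6.33 on POCD replicate 3. Without the scaling, control replicate 3 was above control replicate 1, and the values were r = 0.952 (exact permutation p = 0.0042) and rho = 0.943 (exact permutation p = 0.017). No grid control spot was marked as saturated. Without the 2 arrays farthest from the median of the axis, control replicates 1 and 3, r was 0.836 over 4 arrays. The spot was chosen after the axis was seen, and the p-values do not account for that choice. The other probes outside the circRNA set were not tested against the axis, and they did not all follow it. AS_circRNA_control3000001 was highest on control replicates 1 and 3 and lowest on POCD replicate 3. AS_circRNA_control3000014 ran the other way. A difference that reaches all these spots alike is therefore not shown. What RNA binds the grid control spot is not stated in the files, so a difference between the mice that also reaches it stays open.

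On the scaled intensities more circRNAs were lower than higher in POCD. Dim circRNAs are argued against as the whole cause, since among the brighter 75% of the circRNAs 218 more were lower than higher, although the dimmest 25% held 231 of the 682 lower and 24 of the 257 higher. The excess depended on the scaling, since quantile normalization moved the balance toward higher with both tests. With limma, 257 higher and 682 lower became 366 higher and 508 lower. With the methods' t-test, 94 higher and 165 lower became 141 higher and 68 lower. How large a part the scaling has stays open, since limma still called 142 more circRNAs lower than higher. With the methods' t-test on the deposited values more circRNAs were higher than lower. A candidate explanation is a larger spread between the controls for circRNAs lower in POCD: of the 338 that limma called lower on these values, the median SD between controls was 0.60, against 0.31 for the 221 called higher, and the methods' t-test kept 36 and 88 of them. Without control replicate 2, the methods' t-test on the deposited values called 312 higher and 397 lower.

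Of the 10 downregulated circRNAs of Table 2, 6 had POCD replicate 2 within 0.2 of control replicate 2 on the log2 scale, and of the 10 upregulated ones 0 did. mmu_circRNA_45921, which the paper reports as not different by qRT-PCR, is one of the 6, with a difference of -0.0042 between these arrays, and mmu_circRNA_44559 and mmu_circRNA_22673 are not, with -0.80 and -0.72. The limit of 0.2 was chosen after the values were seen.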
